A study of Mus musculus with 18 samples.

How the data were processed

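RNA was sequenced from the hearts of 18 male mice of a C57BL strain in 6 groups of 3. Per the labels, 5 groups had the left anterior descending coronary artery tied to produce a myocardial infarction (MI) and were killed after 10 min or after 1, 6, 24 or 72 h, and the sham group (0 h) had the same operation with the suture passed but not tied. The labels name myocardial tissue of the infarcted left ventricle as the RNA source, and also give cardiomyocytes as the cell type; nothing in the protocol describes a separation of cells, so the libraries are treated here as whole tissue. Per the labels' protocols, total RNA was selected for poly(A) with oligo(dT) beads, fragmented, copied from random hexamers and amplified by PCR, with 1 library per mouse. No molecular identifiers are described, so reads are not all independent molecules, and the floor of 3 counts used for bounds covers counting error only.

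The authors deposited a table of read counts per Ensembl gene and a table of FPKM (fragments per kilobase of gene, scaled to the library total), each for the whole series and again for each sample. The series tables and the sample tables held the same values (0 values differed), and 0 columns could not be matched to a sample. The aligner, the counting tool, the genome build and any use of strand are not stated in the labels or the file headers. The deposited counts are whole numbers for 30583 genes, with 0 genes at a count of 0 in every library. The deposited FPKM values are the same counts divided by a gene length and by the library's total over the listed genes: among 10452 genes with at least 50 counts in every library, 100% gave a whole-number length. These lengths equalled the summed exon length in GENCODE M21 (GRCm build 38) for 27781 of 30244 genes with an entry (91.9%). Coordinates below are therefore those of GENCODE M21, matched by Ensembl gene ID, and symbols come from the same annotation (30489 IDs matched, 94 did not). The FPKM columns of replicates 2 and 3 at 6 h each held the other replicate's counts, scaled; since both belong to 1 group, comparisons between groups are not affected.

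The counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (14272 genes), which left 16311 genes, and libraries were scaled by TMM. A quasi-likelihood model (glmQLFit, robust) with 1 mean per group was fitted to all 18 libraries, and contrasts were tested with glmQLFTest, two-sided. A gene was called when its p-value, adjusted by the Benjamini-Hochberg method over the genes tested, was under 0.05; such values are given below as edgeR adjusted p. The biological coefficient of variation was 0.149. Each time point was compared with sham and with the time point before it, and an F test of the 5 contrasts with sham asked which genes differed at any time. Group levels are given as mean ± SD of TMM-scaled CPM (counts per M counts, where M stands for mega), n = 3 mice. Log2 fold changes are the model's. Their standard errors (SE) were derived, as the absolute log2 fold change divided by the square root of the F statistic of its test. Such an SE is not meaningful for a gene near the floor or with a change near none. A fold against a group in which no library had more than 3 counts is a lower bound, computed against 3 counts.

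The lists, tests, thresholds and alternatives were fixed before the data were examined. There were 18 gene lists: immediate early genes, cytokines and chemokines, neutrophil markers, recruited macrophage markers, resident macrophage markers, extracellular matrix and myofibroblast genes, cardiomyocyte contractile and calcium handling genes, cardiac stress and fetal genes, fatty acid oxidation genes, nuclear oxidative phosphorylation genes, mitochondrially encoded genes, hypoxia and glycolysis genes, cell cycle genes, heat shock genes, type I interferon response genes, DNA methylation machinery genes, and clock genes of the Dbp phase and of the Bmal1 phase. Each was tested in the 5 contrasts with sham by limma 3.58.1 (camera, preset inter-gene correlation 0.01, on log2 CPM with a prior count of 2), and p-values were adjusted over the 90 tests. Atrial, red blood cell and adipocyte markers, Xist and Y chromosome genes were read per library with no test between groups. Single genes were named by a rule. For each contrast with sham, among called genes with a mean of at least 50 counts, all 3 libraries of one group beyond all 3 of the other and a symbol that is not a predicted gene, the 3 largest increases and the 2 largest decreases were taken. For each contrast of consecutive times, 1 increase and 1 decrease were taken. For each list, the 3 genes with the smallest adjusted p at the time of the list's most extreme median were taken. A gene named outside this rule is said to be chosen after its values were seen.

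Distances between libraries were Euclidean, on log2 CPM of the 500 most variable genes, and group labels were permuted 100000 times. Because all contrasts share the 3 sham libraries, correlations between time points were set beside 20 simulations of unchanged groups. In these, all libraries, sham included, were drawn from the sham means. Overlaps of calls were set beside the number that independent calls in the same directions would give. The procedures were tested on simulated counts with the means and library sizes of the real libraries and known changes in 200 genes, 198 of which passed the filter. edgeR recovered 91.9% of the 198 (97.0% of the genes changed 4-fold, 86.9% of those changed 2-fold), 4.21% of its calls were false, and 0 genes were called between 2 unchanged groups. Camera called 0 of 89 unchanged list tests and called the shifted list. The genes were simulated independently of each other, so this check does not cover correlation between the genes of a list.

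The alternatives were RLE, upper quartile or library size scaling, counts without the mitochondrially encoded and the 20 most abundant genes, no filter or a minimum of 10 counts in every library, DESeq2 1.42.0, limma on log2(FPKM + 1) or log2(FPKM + 0.1), limma on genes with a mean FPKM of at least 1, the replicate number as a block, an absolute log2 fold change of at least 1, an adjusted p under 0.01, a fit to the 6 libraries compared, and leaving out each library in turn. Because FPKM is scaled by the library total, the FPKM alternatives are not independent of library size scaling. List tests were repeated with fry and with an estimated correlation. Libraries held 18.2 to 25.1 M counts, so a gene at 1 CPM rests on 18.2 to 25.1 reads per library, and values far under 1 CPM rest on few reads. To see whether any 2 replicates of a group were 1 library deposited again, their counts were compared by a chi-square test, which gave 6.7 to 73.1 per degree of freedom, whereas a repeat of 1 library would agree within sampling noise. The labels give no batch or hour of day. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.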

Results

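Gene expression was measured by poly(A)-selected RNA sequencing in left ventricular tissue of 18 male mice, 3 in each of 6 groups: sham-operated mice and mice killed 10 min or 1, 6, 24 or 72 h after ligation of the left anterior descending coronary artery. The series, by its title, asked how gene expression and DNA methylation change as an infarction progresses; DNA methylation was not analysed here. Libraries held 18.2 to 25.1 M (mega) counts. The sham libraries averaged 22.1 ± 1.19 M counts (SD, n = 3) and the 72 h libraries 23 ± 0.964 M counts, so depth was similar in the groups that differed most. Genes with a count numbered 20958 ± 250 in sham and 23187 ± 290 at 72 h. Mitochondrially encoded genes took 25.1% ± 1.17 of the counts in sham, 21.5% ± 3.35 at 24 h and 9.7% ± 1.14 at 72 h. The 20 most abundant genes took 34.3% ± 1.02 of the counts in sham and 13.9% ± 1.45 at 72 h. TMM scaling factors ran from 0.825 in replicate 1 at 6 h to 1.43 in replicate 3 at 72 h. Xist stayed at or under 0.17 CPM in the 18 libraries, and the Y chromosome gene Ddx3y was at least 49.95 CPM in each. The adipocyte markers were at or under 1.78 CPM in every library.

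Libraries of one group lay closer together than libraries of different groups. On the 500 most variable genes, the mean Euclidean distance between libraries was 64.6 log2 CPM units between groups and 20.9 within groups. The difference of 43.6 exceeded the largest value of 100000 permutations of the group labels, 39.1 (one-sided permutation p = 1e-05, the smallest they can give). The first principal component held 68.6% of the variance and the second 22.3%. The distance to sham rose from 20.2 at 10 min and 26.3 at 1 h to 66.9 at 6 h, 74.8 at 24 h and 104 at 72 h. Within groups the mean distance was 17.0 in sham, 35.1 at 24 h and 10.5 at 72 h.

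**Figure D1:**
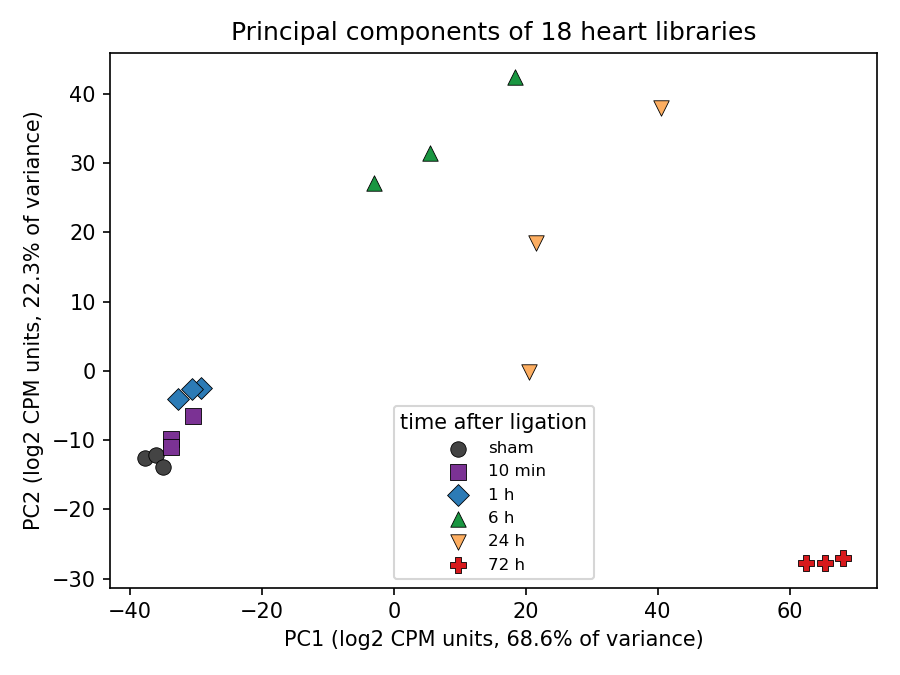
First against second principal component of log2 CPM of the 500 most variable genes, with 1 point per library and 3 libraries per group. The 10 min and 1 h libraries lie near sham, the 3 libraries at 24 h are spread, and the 3 libraries at 72 h lie together.

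The first question of the time course was how many genes differed from sham at each time. At 10 min, 12 of 16311 genes were called (5 higher, 7 lower; edgeR adjusted p under 0.05), of which 4 changed at least 2-fold; 1144 genes had an unadjusted p under 0.05. The 10 min count was the least stable. It was 360 when only the 6 libraries compared entered the fit, and from 0 to 5 when 1 of the 6 libraries was left out; it was 0 without sham replicate 3 or without replicate 1 at 10 min. At 1 h, 48 genes were called (47 higher, 1 lower), with 31 without sham replicate 2. At 6 h, 4639 genes were called (2653 higher, 1986 lower), or 28.4% of the genes tested, and 1590 of these changed at least 2-fold. Without replicate 1 at 6 h the count was 2926. At 24 h, 7149 genes were called (3860 higher, 3289 lower) and at 72 h 10831 (5572 higher, 5259 lower), or 66.4% of the genes tested. Of the 72 h genes, 5678 changed at least 2-fold. Scaling by library total in place of TMM moved the median log2 fold change of all genes to -0.12 at 6 h, 0.20 at 24 h and 0.61 at 72 h, and the share of called genes that were higher to 40.6%, 75.5% and 79.9%. Directions below are relative to TMM scaling, under which these medians were -0.01, 0.01 and 0.03.

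The second question was which genes differed between one time point and the one before. Between 10 min and 1 h, 50 genes differed (41 higher at 1 h, 9 lower). Only 6 were called without replicate 3 at 10 min. Between 1 h and 6 h, 4003 genes differed (2368 higher, 1635 lower), with 2481 without replicate 1 at 6 h and 2664 without replicate 2 at 1 h. Between 6 h and 24 h, 4541 differed (2311 higher, 2230 lower), and between 24 h and 72 h, 8231 (3980 higher, 4251 lower). The count between 6 h and 24 h was far lower when only the 6 libraries compared entered the fit, as given in the part on processing.

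**Figure D2:**
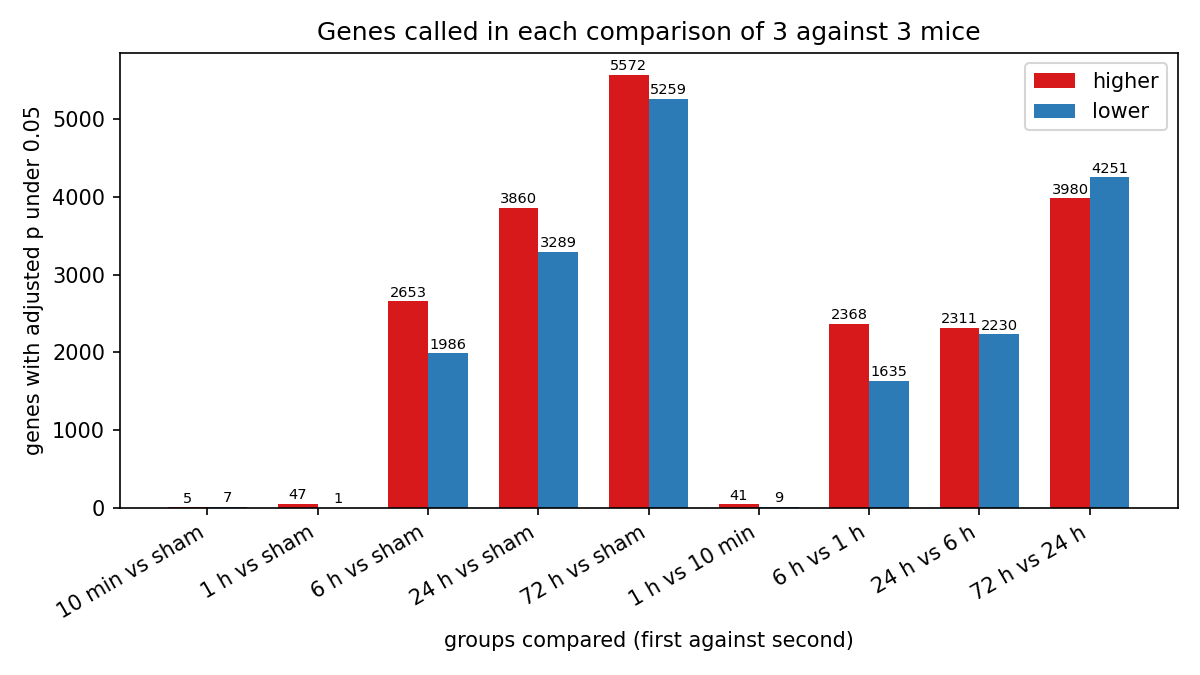
Genes called in each comparison of 3 against 3 mice (edgeR adjusted p under 0.05), with the bars showing how many were higher (red) and lower (blue) in the first group named. Counts against sham rise from 12 at 10 min to 10831 at 72 h; under library size scaling the 72 h split is 9472 higher and 2382 lower in place of 5572 and 5259.

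The F test over all 6 groups called 12794 genes (78.4% of those tested). For 68.1% of them the largest change against sham was at 72 h, for 13.4% at 24 h, for 15.9% at 6 h, for 1.30% at 1 h and for 1.40% at 10 min. Of the 12707 genes called against sham at 1 or more times, 842 were higher at one time and lower at another. Time points that follow each other shared calls. Of the 48 genes called at 1 h, 45 (93.8%) were called at 6 h in the same direction. From 6 h to 24 h, 2946 genes were shared in direction and 85 were opposite, and from 24 h to 72 h 5706 were shared and 271 were opposite. If calls at the 2 times were independent, 7.77, 1030 and 2380 genes would be shared in direction for these 3 pairs of times, and 5.89, 1000 and 2370 would be opposite. These numbers take no account of the shared sham libraries. In 20 simulations of unchanged groups with shared simulated sham libraries, at most 3 genes were called at any time from 1 h on. The simulations therefore give no reference for the overlaps. For the correlations they give the value that shared sham libraries alone produce when no gene changed at either time. Across genes, which are not independent replicates, the log2 fold changes correlated with r = 0.79 between 6 h and 24 h and r = 0.77 between 24 h and 72 h, where the simulations gave a median of 0.50 for both. For 10 min and 1 h, 0 genes were shared and r was 0.56 (simulated median 0.49). For 1 h and 6 h r was 0.50 (simulated median 0.50). With 4639 genes called at 6 h and more later, unchanged groups are no exact reference for pairs with these times. The r of 0.50 for 1 h and 6 h therefore does not argue against sharing.

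At 10 min, the largest increase among genes chosen by the rule was in Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126), which encodes the clock factor BMAL. It measured 1.16 ± 0.223 CPM in sham and 9.94 ± 2.85 CPM at 10 min (log2 fold change 3.09, SE 0.41, edgeR adjusted p = 0.0124), and was at 1.67 ± 0.872 CPM at 1 h. Slc41a3 (ENSMUSG00000030089, chromosome 6, 90604725 to 90646412) rose from 17.7 ± 4.48 to 60.3 ± 14.3 CPM and was at 20.4 ± 2.96 CPM at 1 h. Galnt18 rose by a log2 fold change of 0.83. The clock gene Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) fell from 41 ± 5.72 to 15.5 ± 4.71 CPM (log2 fold change -1.40, SE 0.24, edgeR adjusted p = 0.0442), and Lonrf1 fell from 17.4 ± 1.86 to 8.06 ± 2.87 CPM. Each of these 5 calls was lost in 4 to 6 of the 6 fits that left out 1 library. Slc41a3 and Lonrf1 were not called when only the 6 libraries compared were fitted, Per2 and Lonrf1 not under library size scaling, and Galnt18, Per2 and Lonrf1 not by limma on log2(FPKM + 1). With no hour of day in the labels, the differences of the clock genes Arntl and Per2 cannot be credited to the ligation. The other 7 genes called at 10 min, Leo1, Eln, Cipc, Maco1, Zfp445, Ptprn and Mid1ip1, fall outside the rule and were named after their values were seen.

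At 1 h, the largest increases were those of 3 genes of transcription factors. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) rose from 1.71 ± 0.436 CPM in sham to 219 ± 58.2 CPM, with counts of 2875 to 4864 (log2 fold change 7.0, SE 0.65, edgeR adjusted p = 1.43e-04). Fosb (chromosome 7, 19302696 to 19310051) rose from 1.19 ± 0.783 to 106 ± 27.0 CPM and Atf3 (chromosome 1, 191170296 to 191218039) from 3.15 ± 0.234 to 91.8 ± 26.5 CPM. Fos was already at 16.0 ± 6.98 CPM at 10 min, a difference that did not pass the threshold (log2 fold change 3.21, edgeR adjusted p = 0.167). The 1 lower gene at 1 h was D630033A02Rik (log2 fold change -1.5, edgeR adjusted p = 0.0468), a gene named after its values were seen. Fosb also had the largest increase from 10 min to 1 h (log2 fold change 4.51, edgeR adjusted p = 0.00742) and Arntl the largest decrease (-2.53, edgeR adjusted p = 0.00892); the first call was lost without replicate 3 at 10 min, and the second without that library or without replicate 2 or 3 at 1 h.

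At 6 h, the largest increases were in genes that sham hardly expressed. Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) had 0 counts in the 3 sham libraries and 27.8 ± 21.5 CPM at 6 h, at least 190-fold higher (edgeR adjusted p = 0.0302, a call lost in 5 of the 6 fits that left out a library; its mean was 16.6 CPM without replicate 1). Cd300lf (chromosome 11, 115116214 to 115133992) was at least 268-fold higher, at 39.3 ± 37.8 CPM or 17.5 CPM without replicate 1. Il6 (chromosome 5, 30013114 to 30019981) was at least 179-fold higher, at 26.3 ± 19.6 CPM or 16.6 CPM without replicate 1. Cxcl3 and Cd300lf belong to families of related genes, so their counts depend on how the unstated counting treated shared reads. The largest decreases were in Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824), from 287 ± 167 to 12.1 ± 0.382 CPM (log2 fold change -4.56, SE 0.80, edgeR adjusted p = 0.00113), and Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908), from 117 ± 140 to 8.54 ± 2.84 CPM. The Cyp26b1 sham libraries ran from 18.3 to 277 CPM, with a mean of 36.8 CPM without replicate 2, and its call at 6 h was lost when only the 6 libraries compared were fitted. From 1 h to 6 h the largest increase was again Cxcl3 (at least 168-fold, edgeR adjusted p = 0.0397, a call lost in 5 of the 6 fits that left out a library) and the largest decrease Cyp1a1 (log2 fold change -3.91, edgeR adjusted p = 0.00323).

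At 24 h, Cxcl3 was at least 496-fold and Cd300lf at least 317-fold higher than in sham, and Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) rose from 0.0934 ± 0.0730 to 265 ± 295 CPM (log2 fold change 11.33, SE 1.33, edgeR adjusted p = 3.68e-05). Replicate 3 carried much of these means: without it, Cxcl3 was at 12.8 in place of 72.8 CPM, Cd300lf at 15.6 in place of 46.5 CPM and Arg1 at 96.2 CPM. The sham mean of Arg1 was 0.0512 CPM without replicate 3. The 24 h call of Cxcl3 was lost when only the 6 libraries compared were fitted. Cyp1a1 was at 1.09 ± 1.27 CPM at 24 h (log2 fold change -8.03, edgeR adjusted p = 5.70e-05), from 5 to 59 counts per library, or 0.359 CPM without replicate 1, and Cyp26b1 at 8.70 ± 1.74 CPM. Between 6 h and 24 h, the largest decrease was in Hspa1a (chromosome 17, 34969190 to 34972156), from 212 ± 162 to 18.9 ± 13.4 CPM (log2 fold change -3.51, edgeR adjusted p = 0.00112). These means were 119 CPM without replicate 1 at 6 h and 11.5 CPM without replicate 3 at 24 h, and the call was lost when only the 6 libraries compared were fitted. Hspa1a and its neighbour Hspa1b are near-identical, so their separate counts are uncertain. The largest increase from 6 h to 24 h was in Brca1 (chromosome 11, 101488764 to 101551955), at least 6.19-fold, from 0 to 1 counts per library at 6 h to 0.995 ± 0.738 CPM, or 0.573 CPM without replicate 2 at 24 h. Limma on log2(FPKM + 1) did not call it (difference 0.17 on that scale).

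At 72 h, Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had the largest increase, from 0.157 ± 0.0948 to 1120 ± 139 CPM (log2 fold change 12.70, SE 0.95, edgeR adjusted p = 5.56e-08); the sham mean was 0.102 CPM without replicate 3. Cemip (chromosome 7, 83932857 to 84086502) had 0 counts in the 3 sham libraries and 13.1 ± 0.344 CPM at 72 h, at least 89.0-fold higher, and Crct1 (chromosome 3, 93014205 to 93015687) was at least 64.3-fold higher at 9.45 ± 4.91 CPM. Cyp1a1 was at 7.26 ± 5.45 CPM (log2 fold change -5.30, edgeR adjusted p = 7.22e-05), or 4.61 CPM without replicate 2, and Cyp26b1 at 4.36 ± 2.10 CPM. From 24 h to 72 h, Col11a1 (chromosome 3, 114030540 to 114220718) rose from 0.0903 ± 0.0784 to 24.1 ± 10.6 CPM (log2 fold change 7.86, SE 0.53, edgeR adjusted p = 4.21e-09). Ankrd2 (chromosome 19, 42036000 to 42045110) fell from 46.0 ± 13 to 1.27 ± 0.130 CPM (log2 fold change -5.17, SE 0.43, edgeR adjusted p = 1.95e-07).

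**Figure D3:**
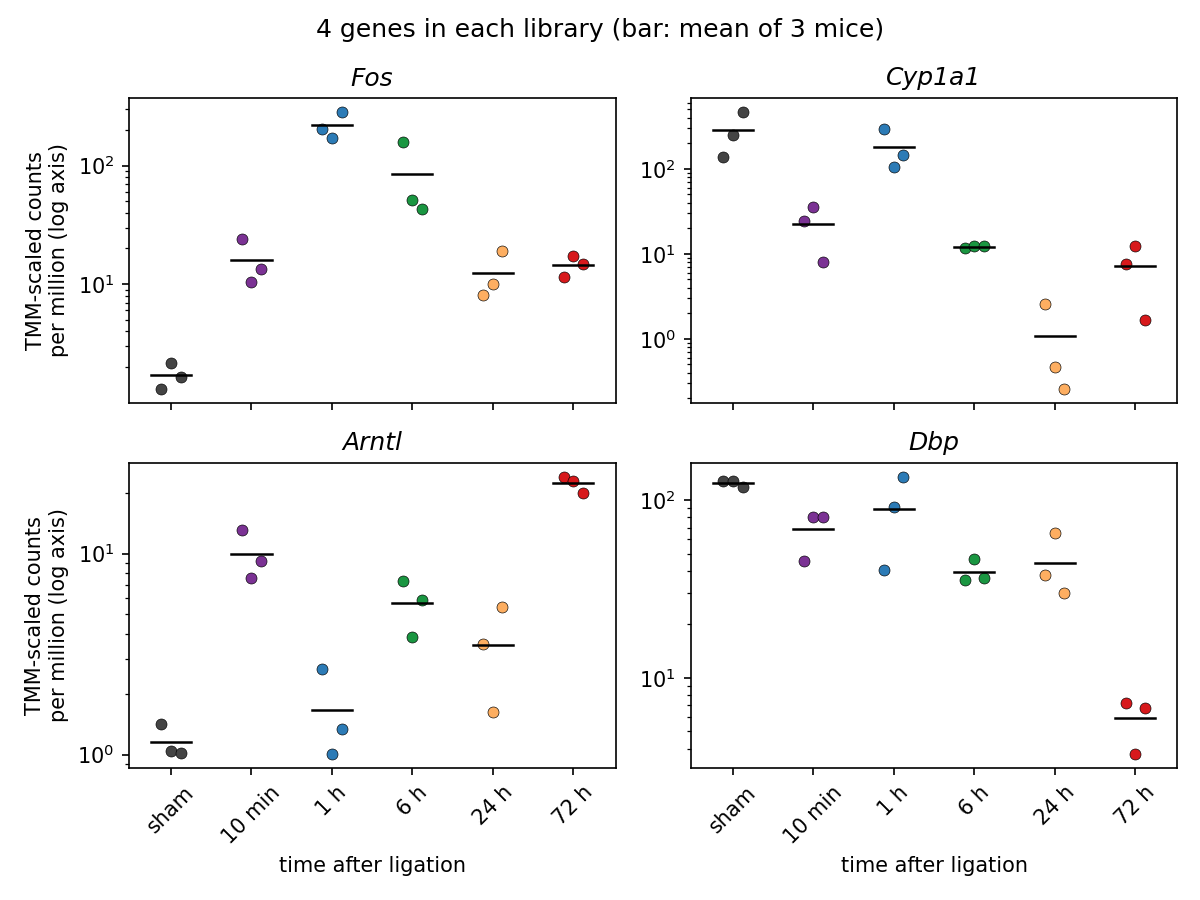
TMM-scaled CPM (log axis) of Fos, Cyp1a1, Arntl and Dbp in each library, with 1 point per mouse and a bar at the mean of the 3 mice in each group. Fos is highest at 1 h (219 CPM), Cyp1a1 is highest in sham (287 CPM), and Arntl was called higher than in sham at 10 min, 6 h, 24 h and 72 h, and not at 1 h.

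Of 90 tests of gene lists against sham, camera called 46. Of these, 37 were also called by fry. With an estimated correlation, the alternative that moved the number of calls most, 1 was called, the immediate early genes at 1 h. The immediate early genes had a median log2 fold change of 0.62 at 10 min, where 17 of 20 were higher (camera adjusted p = 3.34e-10, not called by fry); 0 of the 20 were called over all genes, where 1144 genes had an unadjusted p under 0.05, and 11 were called when adjusted over the list alone. Their median was 2.57 at 1 h (15 called over all genes, 18 adjusted over the list alone; camera adjusted p = 5.28e-71), 2.80 at 6 h with 20 of 20 called both ways, 1.44 at 24 h and 0.71 at 72 h (camera adjusted p = 0.0485, a call lost under library size and RLE scaling, with a minimum of 10 counts, and in 7 of the 18 fits that left out a library). At 6 h, the smallest adjusted p were those of Egr2 (log2 fold change 4.42), Btg2 (2.72) and Myc (4.26).

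Cytokines and chemokines were called from 1 h on, with medians of 1.71, 5.58, 5.58 and 3.96 in time order; the 1 h call was not made by fry. Several of these genes were at the floor in sham, and the medians computed with them at their bound were 1.60, 5.04, 5.08 and 4.21. The 72 h value of 4.21 lies above the fitted 3.96, although all 18 genes were higher than in sham. Lower bounds alone cannot raise a median. Genes with at most 3 counts in every library of both groups have no bound and were dropped from it, which can raise it. The bounded medians of this list and of the neutrophil markers are therefore not read as limits. Of the 18 genes, 16 were called at 6 h over all genes and 16 when adjusted over the list alone. Without replicate 3 the 24 h median was 3.76. At 24 h Ccl7 (log2 fold change 4.02), Cxcl5 (7.20) and Ccl2 (4.80) had the smallest adjusted p; without replicate 3 the 24 h mean of Cxcl5 was 16.6 in place of 36.8 CPM and that of Ccl2 35.8 in place of 62.8 CPM. The 72 h call was lost with a minimum of 10 counts in every library. Neutrophil markers had medians of 0.98, 1.80, 6.64, 6.87 and 4.27 at the 5 times, and of 0.93, 1.5, 5.90, 5.73 and 4.20 with floor genes at their bound. The calls at 10 min and 1 h were not made by fry, the 10 min call was lost without replicate 1 at 10 min (median 0.82), and the 72 h call under library size scaling and with a minimum of 10 counts. The 6 h median was 5.80 without replicate 1 and the 24 h median 5.07 without replicate 3. At 10 min and at 1 h, 0 of the 17 markers were called over all genes and 0 adjusted over the list alone. All 17 markers were called at 6 h, and 16 at 24 h (17 adjusted over the list alone). Lcn2 (log2 fold change 5.66), Csf3r (5.73) and Mmp9 (5.60) had the smallest adjusted p at 24 h; without replicate 3 the means were 94.1 in place of 143 CPM, 19.2 in place of 46.2 CPM and 14.2 in place of 40.1 CPM.

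Recruited macrophage markers were called at 6 h, 24 h and 72 h, with medians of 2.38, 4.39 and 6.35. At 72 h, 12 of 12 were called over all genes and adjusted over the list alone. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose from 1.37 ± 0.266 CPM in sham to 6.13 ± 1.81 at 24 h and 355 ± 50.6 CPM at 72 h (log2 fold change 8.0, SE 0.23, edgeR adjusted p = 1.34e-13), with Trem2 (6.15) and Cd68 (4.78) next. Resident macrophage markers were not called by camera at any time, and by fry only at 72 h; the median was 1.19 at 72 h, with 5 of 8 called higher and 2 called lower (7 called adjusted over the list alone). Mrc1 (2.45), Folr2 (1.77) and F13a1 (1.81) rose. Extracellular matrix and myofibroblast genes had a median of 0.26 at 10 min (called by camera, not by fry, 0 of 22 called over all genes and 0 adjusted over the list alone, where 1144 of all genes had an unadjusted p under 0.05), 1.32 at 24 h (20 called over all genes and 20 over the list alone) and 4.56 at 72 h, where 22 of 22 were called both ways (camera adjusted p = 1.43e-12). Cthrc1 (log2 fold change 9.86), Col5a2 (4.42) and Col5a1 (3.78) had the smallest adjusted p. Cell cycle genes had a median of 1.39 at 24 h (camera adjusted p = 0.00388), and 5.94 at 72 h (camera adjusted p = 2.36e-10; 20 of 21 called over all genes, 21 adjusted over the list alone). The 24 h call was lost without replicate 2 at 24 h (median 0.61) and with a minimum of 10 counts in every library (median 0.71). Tpx2 (6.24), Bub1b (4.81) and Nusap1 (4.47) led this list.

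**Figure D4:**
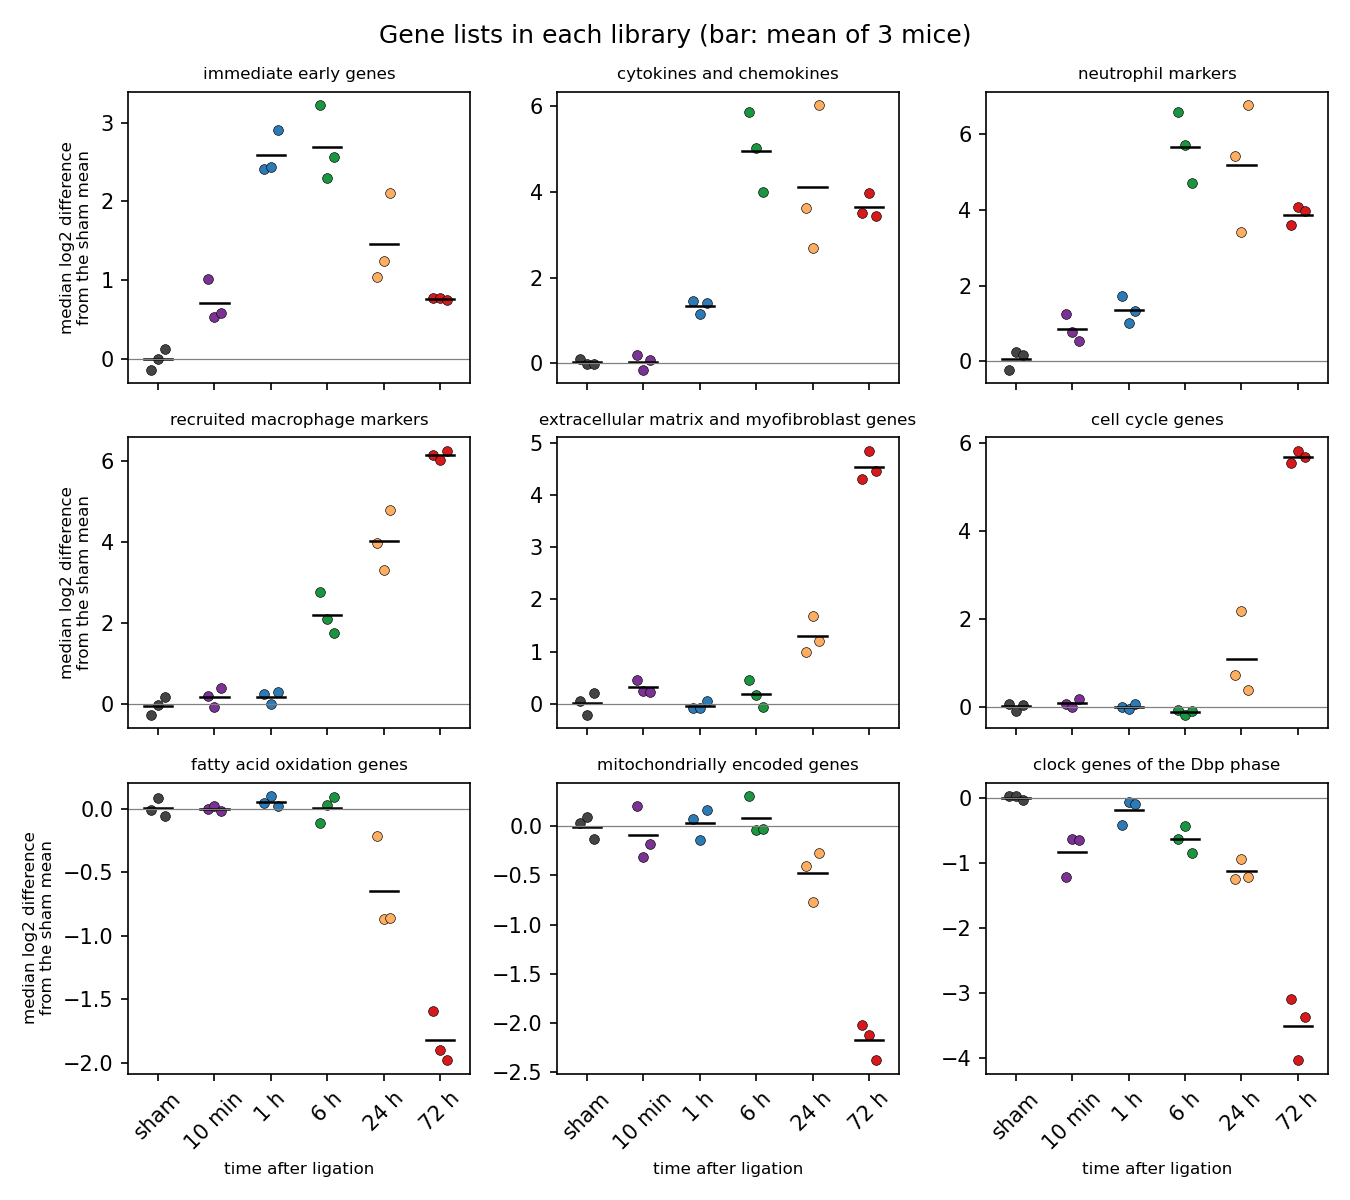
Median over the genes of each list of the log2 difference from the sham mean, with 1 point per library and a bar at the mean of the 3 mice in each group, under TMM scaling. The immediate early genes are high at 1 h and 6 h, and the matrix and cell cycle lists are high at 72 h, where fatty acid oxidation, mitochondrially encoded and Dbp phase clock genes are low.

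Cardiomyocyte contractile and calcium handling genes were called lower at 24 h (median -0.71; 14 of 18 called over all genes, 16 adjusted over the list alone) and 72 h (-1.56; 18 and 18). Myl2 fell from 8280 ± 454 CPM in sham to 1660 ± 339 CPM at 72 h (log2 fold change -2.32, SE 0.17, edgeR adjusted p = 2.17e-09), with Tnni3 (-2.17) and Myl3 (-2.22) alike. Fatty acid oxidation genes (-0.66 and -1.83), nuclear oxidative phosphorylation genes (-0.59 and -1.70) and mitochondrially encoded genes (-0.42 and -2.19) were called lower at the same 2 times. All genes of these 3 lists, 23, 22 and 13, were called lower at 72 h over all genes and adjusted over the list alone. The 24 h call of the mitochondrially encoded genes was lost without replicate 2 (median -0.27). Acaa2 (-2.13), Acadm (-2.05), Hadhb (-1.96), Ndufa10 (-1.96), Ndufv1 (-1.86), Cox7a1 (-2.63), mt-Nd6 (-2.19), mt-Atp6 (-2.85) and mt-Nd4 (-2.11) had the smallest adjusted p in these lists at 72 h; mt-Nd6 overlaps genes of the other strand, and strand use is not stated. These medians kept their sign under library size scaling, where those at 72 h were -0.97, -1.24, -1.12 and -1.60 in the order given.

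Cardiac stress and fetal genes were called at 6 h (median 1.80; 5 of 8 called over all genes, 8 adjusted over the list alone) and 24 h (1.85; 8 and 8), and not at 72 h (0.74). Ankrd1 rose from 756 ± 92.9 to 4120 ± 680 CPM at 24 h, a log2 fold change of 2.45, with Rcan1 (1.75) and Xirp2 (1.96). Hypoxia and glycolysis genes were called at 6 h (0.59) and 24 h (0.71, or 0.46 without replicate 3), and Pfkp (1.41), Car9 (2.05) and Eno1 (1.45) had the smallest adjusted p at 24 h; 11 of 18 were called over all genes and 13 adjusted over the list alone. Heat shock genes were called at 1 h (0.10, or -0.02 and not called without replicate 1 at 1 h, and not called without sham replicate 2; not called by fry) and 6 h (0.34, or 0.17 without replicate 1 at 6 h), where 6 of 14 were called higher and 1 lower over all genes, and 9 were called adjusted over the list alone. Hspb1 rose by a log2 fold change of 2.32, Hspa1a by 6.11 and Hspa1b by 6.02; the 6 h mean of Hspa1b was 130 in place of 238 CPM without replicate 1. The median at 72 h was -0.19 under TMM and 0.40 under library size scaling, and camera called neither. Type I interferon response genes had a median of -0.21 at 10 min and of -0.21 at 1 h, called by camera but not by fry. The 10 min call was lost without replicate 2 at 10 min (median -0.13) or sham replicate 3, and the 1 h median was -0.13 without sham replicate 3. At 72 h the median was 1.62 (20 of 22 called over all genes and 20 over the list alone; camera adjusted p = 4.81e-06), with Bst2 (1.82), Mx1 (4.41) and Oas1a (2.67) first.

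DNA methylation machinery genes were not called by camera at any time, and by fry only at 72 h. Their members went both ways at 24 h, where the median was 0.19, or 0.05 without replicate 3 at 24 h. Of the 13 genes, 7 were called at 24 h over all genes and 8 adjusted over the list alone. Uhrf1 (log2 fold change 2.88) and Tdg (0.75) were higher and Dnmt3a (-0.60) lower. Clock genes of the Dbp phase had medians of -0.83, -0.14, -0.61, -1.06 and -3.65 at the 5 times and were called at all but 1 h; at 72 h, 8 of 9 were called lower over all genes and over the list alone. Tef (-3.06), Nr1d2 (-2.27) and Hlf (-4.34) had the smallest adjusted p. Clock genes of the Bmal1 phase had medians of 0.67, 0.44, 0.84, 0.36 and 0.72 and were called at the first 3 times. The 1 h call was not made by fry and was lost without replicate 1 at 1 h (median 0.03). At 6 h, 4 of 5 were called over all genes and 5 adjusted over the list alone: Arntl (2.28), Nfil3 (1.92) and Cry1 (0.81) were the first 3. The labels give no hour of day for any mouse.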

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

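Of the tests in this part, those of the 72 h clock genes, of the share of cardiomyocyte RNA, of the red blood cell genes at 72 h and of the 6 h calls without replicate 1 were chosen after the result was seen. The test of further atrial genes was chosen after the atrial markers were seen, but before its own values were. Lists, and genes already named in the results, are given here when they were called against sham in opposite directions at 2 times and the difference between these times was itself called. Over 10 pairs of time points, 180 such direct tests of lists were made. Of all genes, 842 were called in opposite directions at different times, and those not named in the results are only counted.

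Type I interferon response genes were slightly lower than sham at 10 min and 1 h (median log2 fold change -0.21 at each) and higher at 72 h (1.62). Tested directly, the median difference was 1.71 between 72 h and 10 min (camera adjusted p = 5.38e-07) and 1.98 between 72 h and 1 h (camera adjusted p = 9.46e-07). Under library size scaling the 3 medians were -0.20, -0.24 and 2.20, so the directions did not come from the scaling. The early decreases were not called by fry, and the 10 min call was lost without replicate 2 at 10 min (-0.13) or sham replicate 3 (-0.14), so this side of the contrast is the weak one. A lower share of cardiomyocyte RNA would raise lists of other cell types alike. At 72 h the matrix list rose 3.37 log2 units more than the resident macrophage list, which argues against it as the whole cause for those 2 lists. That test does not cover the interferon list, whose 72 h median of 1.62 was near the 1.19 of the resident macrophage list. The libraries were at 1.49 to 1.69 and at 0.85 to 1.62, respectively. For the interferon rise, a lower share of cardiomyocyte RNA therefore stays open. An interferon response in the infarct or the arrival of cells with such a response may explain the rise, and neither was tested.

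Brca1 was lower at 6 h (at least 1.47-fold, edgeR adjusted p = 0.0426) and higher at 24 h (log2 fold change 2.06, edgeR adjusted p = 0.00660) and 72 h (5.11) than in sham. Compared directly, it was at least 6.19-fold higher at 24 h (edgeR adjusted p = 3.96e-04) and at least 53.0-fold higher at 72 h (edgeR adjusted p = 1.39e-08) than at 6 h. The fitted log2 fold changes of 5.46 and 8.51 depend on the prior count, since the 6 h libraries are under the floor, and are not measured sizes. The decrease rests on few reads: counts were 3, 3 and 9 in sham and 0 to 1 at 6 h, so without sham replicate 3 both groups are at or under the floor of 3 counts. They were 11 to 52 at 24 h and 219 to 334 at 72 h. At 10 min, where Brca1 was not called (edgeR adjusted p = 0.914), counts were 1 to 6. Limma on log2(FPKM + 1) gave 0.17 between 24 h and 6 h and made no call, a scale on which genes of so few reads hardly move. The later rise may belong with that of the cell cycle list (median 5.94 at 72 h); whether it does was not tested. A lower share of cardiomyocyte RNA alone is argued against for the lists of other cell types at 72 h by the difference of 3.37 log2 units given above, but was not tested for this gene.

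Col5a1 was lower at 6 h (log2 fold change -1.07) and higher at 24 h (0.91) and 72 h (3.78). The direct difference was 1.98 between 24 h and 6 h (edgeR adjusted p = 1.15e-06) and 4.85 between 72 h and 6 h (edgeR adjusted p = 1.29e-12). Its 72 h value was 4.36 under library size scaling. Its levels were 51.3 ± 6.50 CPM in sham, 24.4 ± 3.64 at 6 h and 704 ± 156 at 72 h (SD, n = 3), far from the floor. At 6 h replicate 1 carried atrial markers, but a low level in all 3 libraries is not what 1 library of another composition would give. A change in matrix production and a change in the cells sampled stay open and could both contribute at 72 h, where the matrix list rose 3.37 log2 units more than the resident macrophage list.

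Cry1, a clock gene, was higher at 6 h (log2 fold change 0.81) and lower at 72 h (-1.34), and the direct difference was -2.15 (edgeR adjusted p = 1.21e-08). Its 6 h value was 0.70 under library size scaling. The hour of day at which tissue was taken is a candidate explanation. For the 6 h group, a test chosen before its values were seen asked whether the clock lists of opposite phase moved apart, and the Bmal1 phase median exceeded the Dbp phase median by 1.45 log2 units. At 72 h the difference was 4.37. There, hour and injury cannot be told apart, because the labels give no hour for any mouse, and mice operated on at one hour would reach 24 h and 72 h at the hour of the sham mice. The 24 h difference of 1.41 was close to the 1.45 at 6 h. A measure per library, median log2 CPM of the Bmal1 phase minus that of the Dbp phase, gave a smaller shift at 24 h. It was -2.66 to -2.19 in sham, -0.71 to -0.35 at 6 h and -1.46 to -0.62 at 24 h. On both measures 24 h differed from sham, so an effect of the injury on clock genes also stays open.

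Among the genes named after their values were seen, 3 changed side. Ptprn was lower than sham at 10 min (log2 fold change -0.67), 6 h (-0.72) and 24 h (-0.52) and higher at 72 h (0.86), and 72 h differed directly from these times by 1.53, 1.58 and 1.38 (edgeR adjusted p = 4.39e-09, 2.88e-09 and 3.06e-08). Mid1ip1 was lower at 10 min (-0.75), higher at 6 h (0.76) and lower at 72 h (-2.03). The direct differences were 1.5 between 6 h and 10 min (edgeR adjusted p = 1.08e-06) and -2.78 between 72 h and 6 h (edgeR adjusted p = 1.80e-11). D630033A02Rik was lower at 1 h (-1.5) and higher at 72 h (0.76), with a direct difference of 2.26 (edgeR adjusted p = 2.82e-06). The 10 min calls were unstable as a group, with 0 to 5 left when 1 library was left out. No explanation was tested for these 3 genes.

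Atrial markers, read per library and used in no comparison, stood out in replicate 1 at 6 h. Myl7 was at 40.6 CPM, Myl4 at 48.8, Sln at 35.1, Bmp10 at 17.4 and Dkk3 at 16.6 CPM in that library, each more than 5 times the highest sham library. Elsewhere Myl7 reached at most 1.5, Myl4 3.12, Sln 0.44 and Bmp10 0.05 CPM. Dkk3 is not specific, since it was at 39.99 to 40.89 CPM in the 3 libraries at 72 h, and the remaining marker Stard10 ran from 12.41 to 43.11 CPM over all libraries. Atrial tissue in the piece is a candidate explanation. Of 6 further atrial genes, 3 were highest in that library, whereas more than 3 had been asked for. Mybphl was clear, at 4.96 CPM against at most 0.33 elsewhere. Fgf12 (1.03 against 0.93) was not. Hamp (5.21 against 1.64) was called higher than sham at 6 h (log2 fold change 6.95, edgeR adjusted p = 0.00389). It had 106, 9 and 28 counts in replicates 1, 2 and 3 at 6 h against 0 to 1 in sham. Replicates 2 and 3 had 0 of the 6 atrial markers over 5 times the highest sham library, so Hamp also rose without them. Hamp was called higher at 24 h too (edgeR adjusted p = 0.0423), with 5, 5 and 30 counts in replicates 1, 2 and 3, so that level rests mostly on replicate 3. Sbk2, Kcnj3 and Kcnj5 had sham means of 6.77, 46.2 and 88.1 CPM, levels that hide a small atrial share, and were at 5.26, 13.2 and 25 CPM in that library. Atrial tissue and another change in this 1 library therefore cannot be told apart here.

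As a cause of the differences between groups, atrial tissue is argued against: it would need the markers in most libraries of a group, and 1 library had at least 3 of the 6 markers over 5 times the highest sham library. Without it, 2926 genes were called at 6 h in place of 4639, of which 2828 were called both ways, so most 6 h calls did not need that library; for the others it may matter. Blood left in the tissue is likewise argued against as the whole cause of the differences between groups, and as the source of the neutrophil transcripts. The median of 5 red blood cell genes against sham was 0.62 at 6 h (SE 0.30, 1 gene called higher), and -0.36, 0.20, -0.07 and -1.22 at 10 min, 1 h, 24 h and 72 h. Replicates 1, 2 and 3 at 6 h were spread, at 0.83, -0.20 and 1.09 against the sham mean. Neutrophil markers had medians of 6.64, 6.87 and 4.27 at the last 3 times, which the red blood cell genes did not follow. A small rise of blood content at 6 h stays possible. At 72 h all 5 red blood cell genes were called lower, and the 3 libraries (-0.86, -1.62 and -1.20 against the sham mean) lay below the 3 sham libraries (-0.40 to 0.28). Less blood at 72 h and a larger share of RNA of other kinds cannot be told apart as its cause, since both lower these genes.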

How the results depend on the processing

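The separation of the groups held under all 4 alternatives tried, with a difference between and within groups of 61.7 on all filtered genes, 27.7 on the 100 most variable genes, 31.0 on log2(FPKM + 1) and 0.235 as 1 minus Spearman correlation, each with a permutation p of 1e-05, the smallest possible. Each alternative had been chosen at the start, and none was added later. None of the 85 results for named genes and of the 46 calls of lists changed direction under another processing. The other called genes were not followed one by one, and library size scaling changed the sides on which many of them fell. When 1 library was left out the only median of a called list that changed sign was that of heat shock genes at 1 h, -0.02 and not called without replicate 1 at 1 h.

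The genes called at 10 min changed most. In place of 12 there were 26 with no filter on low counts, 60 with DESeq2, 4 with limma on log2(FPKM + 1), 3 on log2(FPKM + 0.1), 4 with at least a 2-fold change, 0 at an adjusted p under 0.01 (1144 genes had an unadjusted p under 0.05), and 360 when only the 6 libraries compared were fitted, 10 of them among the 12. At 1 h, 48 became 95 with DESeq2 and 190 with the 6 libraries. Between 1 h and 10 min, 50 became 133 with DESeq2, 20 at an adjusted p under 0.01 and 244 with the 6 libraries. In the fit to 6 libraries the spread is estimated from those libraries alone, and the same choice lowered the count between 24 h and 6 h from 4541 to 1024. Mean distances within groups were 17.0 in sham, 18.4 at 10 min, 26.9 at 6 h and 35.1 at 24 h. A spread shared by all groups may therefore be too large for the 10 min comparison and too small for that of 24 h and 6 h. Why DESeq2 called more was not tested.

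The later counts moved more than 1.5 times mainly where the threshold was made stricter, which by construction keeps a part of the same genes. A change of at least 2-fold left 1590 of 4639 at 6 h, 2418 of 7149 at 24 h, 5678 of 10831 at 72 h, 1268 of 4003 between 6 h and 1 h, 1164 of 4541 between 24 h and 6 h, 3122 of 8231 between 72 h and 24 h, and 6455 of the 12794 called at any time. An adjusted p under 0.01 left 2576 at 6 h, 2049 between 6 h and 1 h and 2540 between 24 h and 6 h, and 1485 of the 2946 genes shared by 6 h and 24 h.

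Scaling decided the balance of higher and lower calls. Library size scaling moved the median log2 fold change of all genes to -0.12 at 6 h, 0.20 at 24 h, 0.61 at 72 h, 0.33 between 24 h and 6 h and 0.36 between 72 h and 24 h. It gave 7 higher and 2 lower genes at 10 min (5 and 7 under TMM), 1914 and 2802 at 6 h (2653 and 1986), 5558 and 1805 at 24 h (3860 and 3289), 9472 and 2382 at 72 h (5572 and 5259), 1754 and 2085 between 6 h and 1 h (2368 and 1635), 6052 and 828 between 24 h and 6 h (2311 and 2230) and 7285 and 1651 between 72 h and 24 h (3980 and 4251). The total between 24 h and 6 h rose to 6880, of which 3139 were called under both. A fall of a few abundant genes would raise the share of the others, yet 2342 genes other than the mitochondrially encoded and the most abundant ones were called lower at 72 h under library size scaling, which argues against such a fall as the whole cause of the 72 h calls. That test was chosen after the result was seen. It leaves open how much of the higher calls under that scaling comes from it. Upper quartile scaling gave 2193 and 2734 at 6 h and 2017 and 2108 between 6 h and 1 h. The limma fits of FPKM, which share the scaling by library total, gave similar shares of higher genes: 37.6% to 39.4% at 6 h, 74.1% to 75.2% at 24 h, 77.9% to 80.0% at 72 h, 43.8% to 45.5% between 6 h and 1 h, 87.4% to 87.6% between 24 h and 6 h, 79.0% to 83.0% between 72 h and 24 h, and 50.0% to 100% of the few 10 min genes.

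When 1 library of the groups compared was left out, the counts ran from 0 to 5 at 10 min, from 31 (without sham replicate 2) to 39 at 1 h, from 2926 (without replicate 1 at 6 h) to 4655 at 6 h, from 5466 to 7566 at 24 h and from 10056 to 10382 at 72 h. They ran from 6 (without replicate 3 at 10 min) to 40 between 1 h and 10 min, with 17 without replicate 2 at 10 min and 29 and 28 without replicates 1 and 2 at 1 h. They ran from 2481 to 4084 between 6 h and 1 h, with 2664 without replicate 2 at 1 h, from 3607 to 5028 between 24 h and 6 h and from 7087 to 8475 between 72 h and 24 h. The lowest 6 h counts were those without replicate 1 at 6 h, and the 10 min count was 0 without sham replicate 3 or replicate 1 at 10 min. The count at any time ran from 12074 to 12991 and the list calls from 43 to 47. With 1 sham library left out, the genes shared by 1 h and 6 h numbered 29 (without sham replicate 1) to 31, those shared by 6 h and 24 h 1979 to 2124, those shared by 24 h and 72 h 4702 to 4864, and those shared by 10 min and 1 h 0. Fewer libraries also mean less power, which alone lowers counts.

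The replicate numbers do not pair the mice. Deviations from the group means of libraries with the same number correlated with r of -0.26 to 0.25 (median 0.04), and 4 of 45 such pairs were over 0.1, against 9 of 90 pairs with different numbers. With the replicate number as a block, the calls against sham were 14, 43, 4540, 7091 and 10784 in time order, those between consecutive times 47, 3915, 4451 and 8147, those at any time 12658, and 47 list tests were called. Of the named genes, Per2 at 10 min and Cxcl3 between 6 h and 1 h were not called with the block, and it changed no other call of a named gene and removed no call of a list.

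Of 85 results for named genes, 72 kept their side of the threshold under all 8 alternatives. Calls were lost for 9 when a library was left out, for 5 in the fit to the 6 libraries compared, for 4 with limma on log2(FPKM + 1), for 2 under library size scaling and for 2 with the block, and for 0 with DESeq2, RLE or upper quartile scaling. All 5 genes named at 10 min were among those lost. Of the 46 calls of lists, 1 held when the correlation between genes was estimated, that of the immediate early genes at 1 h. The estimated correlations ran from 0.036 in the DNA methylation machinery genes to 0.82 in the neutrophil markers and the nuclear oxidative phosphorylation genes. The preset correlation of 0.01 is therefore an assumption on which 45 of the 46 calls rest, and the simulated data did not test it. Fry called 37 of the 46 and 43 in all. It also called 6 that camera did not: the matrix list at 6 h and, at 72 h, the resident macrophage, stress, heat shock, DNA methylation and Bmal1 phase lists. Calls were lost for 7 lists when a library was left out, for 4 with a minimum of 10 counts, for 2 under library size scaling and for 1 under RLE. Library size scaling added the resident macrophage list at 1 h (median 0.23, camera adjusted p = 0.0424) and the matrix list at 6 h (0.12, camera adjusted p = 0.0485); they were also called in 3 and 2, respectively, of the 18 TMM fits without 1 library.

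In each comparison of 3 against 3 libraries, the real split was the 1 of the 10 splits of the 6 libraries that gave as many genes. The smallest share this design allows is 0.10, so it cannot reach 0.05. The next highest split gave 322 genes between 24 h and 6 h, 52 between 72 h and 24 h, and 0 in the other 7 comparisons. For the test at any time, the real grouping was the 1 of 100 groupings of the 18 libraries that gave as many genes, and the next gave 4138.

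With 18.2 to 25.1 M counts per library, the depth limited folds of genes near absence in one group, such as Cxcl3, Cemip and Brca1, to lower bounds.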

Other observations

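In this part, the tests of the 10 min clock genes and of the exchanged columns were chosen after the result was seen. Those of the endothelial genes and of the receptor targets were chosen after the fall of Cyp1a1 was seen, but before their own values were.

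The clock lists differed from sham at 10 min. The Bmal1 phase median exceeded the Dbp phase median, both against sham, by 1.5 log2 units at 10 min, 0.58 at 1 h, 1.45 at 6 h, 1.41 at 24 h and 4.37 at 72 h. The 1 h difference rested mostly on replicate 1 at 1 h. Without that library, the 1 h medians were 0.03 for the Bmal1 phase and -0.05 for the Dbp phase. The hour of day at tissue collection may explain part of this, if the 10 min mice were killed at another hour than the sham and 1 h mice. Hour and injury cannot be told apart at 10 min, because no hour is recorded. Values per library do not settle it. The median log2 CPM of the Bmal1 phase genes minus that of the Dbp phase genes was -2.66 to -2.19 in sham, -2.16 to -1.57 at 10 min, -1.87 to -1.14 at 1 h, -0.71 to -0.35 at 6 h, -1.46 to -0.62 at 24 h and 0.97 to 2.13 at 72 h. This places 1 h farther from sham than 10 min, the opposite order to the medians of fold changes. Library medians of the log2 difference from the sham mean kept the order of the fold changes. For the Dbp phase they were -1.22 to -0.62 at 10 min and -0.41 to -0.05 at 1 h. For the Bmal1 phase they were 0.54 to 0.81 and 0.17 to 0.65, ranges that overlap. The order of 10 min and 1 h per library therefore depends on the measure. The clock movement was not removed from any other comparison, so an hour effect on other genes stays open.

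Cyp1a1 was at 287 ± 167 CPM in sham, 22.6 at 10 min, 182 at 1 h, 12.1 at 6 h, 1.09 at 24 h and 7.26 at 72 h. The 10 min value did not differ from sham past the threshold (log2 fold change -3.65, edgeR adjusted p = 0.188). A lower share of endothelial RNA is argued against: 8 endothelial genes had a median log2 fold change of -0.41 at 24 h (-0.84 to 0.14, 4 called lower), against -8.03 for Cyp1a1. Lower activity of the aryl hydrocarbon receptor, which drives this gene, is a candidate explanation. Of 5 other target genes tested, 1 was called lower at 24 h, Ahrr (log2 fold change -1.88, edgeR adjusted p = 1.03e-04). The median of the 5 was -0.21, and Cyp1b1 (-0.21) and Tiparp (0.73) were not called at 24 h. At 6 h Ahrr was lower (-2.45) while Cyp1b1 (1.98) and Tiparp (2.0) were higher. At 72 h, where Cyp1a1 was still low (-5.30), Ahrr (-1.79), Nqo1 (-1.17, edgeR adjusted p = 5.37e-07) and Aldh3a1 (-1.47, edgeR adjusted p = 0.0405) were called lower, Cyp1b1 was called higher (2.67) and Tiparp was not called (0.18). These genes have other regulators, so receptor activity and other causes cannot be told apart. The sham libraries themselves ran from 139 to 468 CPM.

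The deposited FPKM columns of replicates 2 and 3 at 6 h matched the counts of the other replicate. Across genes, the log2 ratio of FPKM to scaled counts had an SD of 0.306 for the replicate's own column, against 2.87e-10 and 2.94e-10 for the other's. This is consistent with columns exchanged in one of the tables, and which table carries the right order is not known. Comparisons of groups use the same 3 libraries either way. A mouse-level join of the 2 tables at 6 h would be wrong for these replicates.

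The 3 libraries at 24 h differed from each other. Median log2 differences from the sham mean were 5.40, 3.41 and 6.75 in replicates 1, 2 and 3 for neutrophil markers, 3.63, 2.69 and 6.02 for cytokines and chemokines, and 0.71, 2.18 and 0.39 for cell cycle genes.

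Of the 842 genes called higher at one time and lower at another, most changed between 6 h and 72 h, where 329 were higher then lower and 368 lower then higher. Between 6 h and 24 h these numbers were 32 and 53, and between 24 h and 72 h 132 and 139.

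Red blood cell transcripts were present in every library, with Hbb-bs at 159.88 to 601.22 CPM and Hba-a1 at 116.93 to 508.66 CPM. Near-identical globin genes share reads, so these levels are uncertain.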
